# Neuronal *Lhx1* expression is regulated by DNMT1-dependent modulation of histone marks

**DOI:** 10.1080/15592294.2020.1767372

**Published:** 2020-05-22

**Authors:** Judit Symmank, Cathrin Bayer, Julia Reichard, Daniel Pensold, Geraldine Zimmer-Bensch

**Keywords:** Interneuron development, LHX1, DNMT1, histone methylation, histone acetylation, epigenetic network

## Abstract

Apart from the conventional view of repressive promoter methylation, the DNA methyltransferase 1 (DNMT1) was recently described to modulate gene expression through a variety of interactions with diverse epigenetic key players. We here investigated the DNMT1-dependent transcriptional control of the homeobox transcription factor LHX1, which we previously identified as an important regulator in cortical interneuron development. We found that LHX1 expression in embryonic interneurons originating in the embryonic pre-optic area (POA) is regulated by non-canonic DNMT1 function. Analysis of histone methylation and acetylation revealed that both epigenetic modifications seem to be implicated in the control of *Lhx1* gene activity and that DNMT1 contributes to their proper establishment. This study sheds further light on the regulatory network of cortical interneuron development including the complex interplay of epigenetic mechanisms.

## Introduction

An increasing number of studies challenged the textbook model of repressive DNA methylation that is catalysed by DNA methyltransferases (DNMTs). The identification of the diverse genomic locations that can be methylated like enhancer and intragenic loci in addition to promoter regions has led to new findings for functional implications of DNA methylation like alternative splicing and promoter choice [1–3]. Moreover, in contrast to the traditional view of DNA methylation preventing the binding of transcription factors, numerous reports indicated that DNA methylation signatures can even serve as binding motifs for particular factors, thereby mediating methylation-dependent biological processes [4]. Apart from this, DNA methylation can instruct histone-modifying complexes (HMCs) and *vice versa* [5–8]. In addition, DNMTs act on histone modifications by transcriptional control over genes encoding for proteins implicated in HMCs or by interacting with protein complexes independent of their DNA methylating activity [9–12]. This diversity of actions requires detailed investigations to decipher the functional implications of distinct epigenetic mechanisms in directing cell- and stage-specific differentiation and maturation programmes, and to reveal causes for dysfunctions in related diseases.

Alterations in epigenetic signatures or the function of epigenetic key players in neurons were reported to contribute to the pathophysiology of diverse neurological diseases and psychiatric disorders [13,14]. Changed *Dnmt1* expression was observed *post-mortem* in inhibitory cortical interneurons of schizophrenia patients, which is suggested to be associated with altered expression of GABA-related transcripts [15,16]. By shaping the response of excitatory neurons through inhibitory actions, GABAergic interneurons are essential key players in cortical information processing. For this, it is not surprising that numerous neuropsychiatric diseases like schizophrenia, epilepsy, and autism involve defects in GABAergic interneuron function [17–20], which are suggested to be in part developmental in their origin [18–20]. In support of this, prenatal stress alters DNA methylation networks in inhibitory cortical interneurons during development, which elicits a schizophrenia-like phenotype in offspring [21–23]. However, little is known so far about the stage- and context-specific effects of epigenetic transcriptional regulation during cortical interneuron development, which is a highly complex process [24]. A major step embraces the long-range migration of post-mitotic interneurons from their sites of origin in the basal telencephalon towards cortical target areas [24–27]. This requires comprehensive control over cytoskeletal remodelling to achieve successful migration, prerequisite for the correct number of cortical interneurons in the diverse cortical regions [26–28]. The strict regulation of cell survival during the different developmental steps is likewise critical for proper interneuron numbers in adults [26,27,29].

We have recently reported that the DNA methyltransferase 1 (DNMT1) orchestrates the post-mitotic maturation of POA-derived cortical interneurons by promoting their migratory morphology and survival in part through the modulation of *Pak6* expression [27]. Of note, we found that *Pak6* transcription is not regulated by DNMT1-dependent DNA methylation [12,27], but non-canonically through interactions of DNMT1 with histone methylating enzymes [12].

Apart from DNMT1, we identified the LIM-homeobox transcription factor LHX1 as crucial transcriptional regulator of POA-derived inhibitory interneuron development [26]. LHX1 modulates the expression of major guidance receptors in migrating interneurons facilitating their tangential and radial migration through the basal telencephalon and the developing cortex, respectively [26]. Alike DNMT1, LHX1 acts on interneuron survival by controlling gene expression of genes like *Bcl2* or *Bcl6* [26]. Thereby, the expression of *Lhx1* is restricted to early post-mitotic stages and timed *Lhx1* silencing is critical for the proper regulation of interneuron survival and migration during development [26]. To this end, we here investigated whether and how *Lhx1* expression is controlled by DNMT1 as a potential upstream regulator.

We identified *Lhx1* expression to be controlled by non-canonical DNMT1 activity. Besides evidence for a DNMT1-dependent bivalent regulation through H3K4 and H3K27 trimethylation, our data propose a contribution of DNMT1-mediated histone acetylation and deacetylation to the regulation of *Lhx1* expression. This study emphasizes the complexity of epigenetic networks in transcriptional control of key players relevant for cortical interneuron development.

## Results

### DNMT1  regulates the expression of Lhx1 non-canonically

In the embryonic mouse brain, *Lhx1* is very restrictively expressed in the mantle zone of the embryonic POA, partially overlapping with the local and post-mitotic expression of the transcription factor HMX3 (Figure 1(a) [26]). We have previously shown that LHX1-dependent transcriptional control is of great relevance for the survival and migration regulation in post-mitotic HMX3-positive cortical interneurons originating in the POA [26]. For this immature interneuron subset, we further identified DNMT1 to be essential for orchestrating stage-specific gene expression [27]. Hence, in this study, we first aimed to investigate whether DNMT1 controls the expression of *Lhx1*.

**Figure 1.**
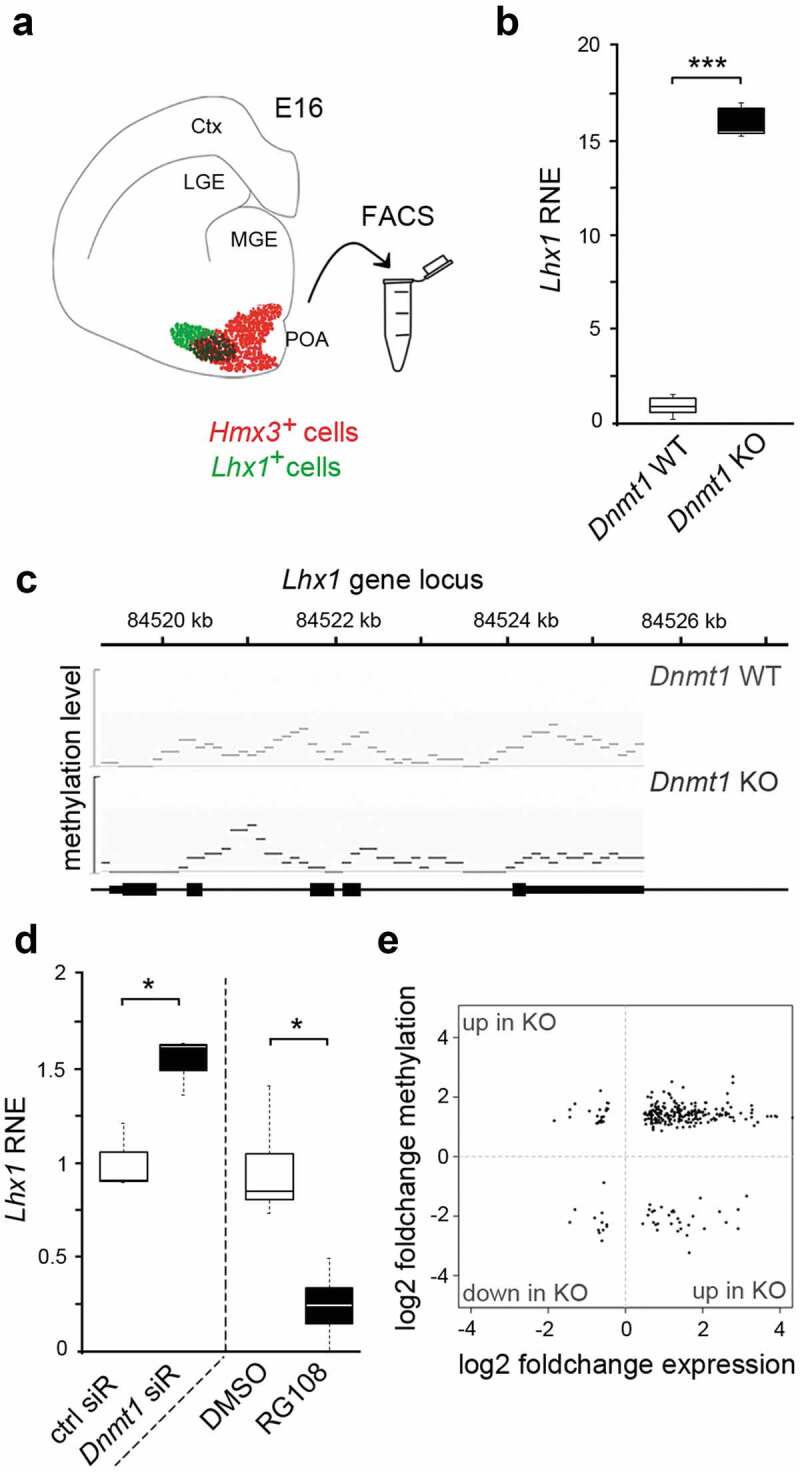
*Lhx1* transcription is controlled by DNMT1, but not through its DNA methylation activity

To this end, we checked for changes in the expression levels of *Lhx1* in FACS-enriched *Hmx3-Cre/tdTomato/Dnmt1* control and *Hmx3-Cre/tdTomato/Dnmt1* interneurons isolated from the POA of mouse embryos at embryonic day (E) 16, at the peak of POA interneuron migration (Figure 1(a)). Indeed, we detected a highly elevated *Lhx1* expression in *Dnmt1* knockout (KO) cells, which points to a DNMT1-mediated repression of *Lhx1* in wild-type interneurons (Figure 1(b)).

To control whether these transcriptional changes correlate with alterations in DNA methylation levels, we screened the MeDIP-sequencing data performed with equally aged embryonic FACS-enriched control and *Dnmt1* KO cells (E16), published previously in Pensold *et al*. [27]. However, the *Lhx1* gene locus did not show any significant alterations in the DNA methylation levels between the two genotypes (Figure 1(c)). Apart from this, the RNA-sequencing and MeDIP-sequencing dataset of FACS-enriched *Dnmt1* KO and control cells (E16) [27] did not reveal altered methylation and expression levels of potential regulators of *Lhx1* in *Dnmt1*-deficient interneurons. 

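RNA was sequenced from tdTomato-positive cells that were enriched by fluorescence-activated cell sorting (FACS) from the preoptic area (POA) at E16, from *Dnmt1* wild-type (WT) embryos and from embryos with a *Dnmt1* deletion in *Hmx3*-expressing cells (KO). The data comprised 4 libraries, 2 per genotype. The paper describes them as technical duplicates of pooled samples, while the sample labels call them biological replicates and give 12 WT and 6 KO embryos for the pools. The authors deposited the number of reads counted on each of 55573 Ensembl genes, without normalization. The totals were 8951532 counts in WT replicate 1, 9995968 in WT replicate 2, 8075102 in KO replicate 1 and 8813520 in KO replicate 2. At these depths, 3 counts correspond to 0.294 to 0.372 CPM (counts scaled to a common library size), and intervals and floors cover counting error only. The counts of the 2 WT libraries differed by far more than sampling noise (chi-square per degree of freedom 78.1), as did those of the 2 KO libraries (5.02), so that no library was a second copy of another and each was counted as a sample. Separately prepared technical duplicates also differ by more than sampling noise, and the counts do not tell technical from biological replicates. The SDs and p-values from these libraries therefore describe the spread between libraries, which need not be the spread between embryos. The biological coefficient of variation was 0.215 between the WT libraries and 0.1001 between the KO libraries. Mitochondrial rRNA took 8.66% of the counts in WT replicate 1 and between 1.51% and 2.32% in the other libraries. The 16832 genes that passed edgeR's expression filter were compared between genotypes with TMM normalization and edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Each comparison was also fitted with the replicate number as a block, a choice made before the data were examined. Libraries with the same replicate number deviated together from their group means with a correlation of 0.137 across genes, which are not independent replicates. Their pairing rests on the sample labels alone. The block left 1 residual degree of freedom, against 2 without it. In counts simulated with known changes, 15.4% of the calls with the block were false, against 9.4% without it. A smaller p-value with the block is therefore no further support for a change. The targeted gene *Dnmt1*, on chromosome 9 of GRCm38 from 20907209 to 20959888 on the minus strand, had 3103 and 4557 counts in WT and 2383 and 2552 counts in KO. Its level was 416 ± 43.4 CPM (SD, n = 2) in WT and 282 ± 1.59 CPM (SD, n = 2) in KO. The log2 fold change of *Dnmt1* was -0.56 (standard error 0.14, edgeR adjusted p = 0.0511), and with the replicate block it was -0.56 (adjusted p = 0.0149). Both KO libraries lay below both WT libraries. The paper describes a deletion that removes only part of the gene, so that reads from the remaining exons are still counted. Counts over the whole gene therefore cannot show how complete the deletion was.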

In agreement with the expression and DNA methylation analysis of POA-derived embryonic interneurons, elevated levels of *Lhx1* expression were also detected upon *Dnmt1* siRNA application in Neuro2a (N2a) cells, a cell culture model already applied in a previous study [12]. Of note, this increase in *Lhx1* expression was not observed upon treatment with RG108, an inhibitor of DNA methylation (Figure 1(d)), which even leads to a significant decrease putatively by eliciting secondary effects. Together, our data suggest a DNA methylation-independent repression of *Lhx1* by DNMT1.

In general, direct effects of repressive DNMT1-dependent DNA methylation appear to play a rather subordinate role during embryonic development of POA-derived interneurons. First, by MeDIP and RNA sequencing we identified a non-significant overlap of genes displaying both, changes in the methylation and expression profiles in *Dnmt1*-deficient *Hmx3-Cre/tdTomato* compared to control cells [12]. Second, among the overlapping genes, we identified only very few genes displaying reduced DNA methylation and increased expression in the *Dnmt1*-deficient cells (Figure 1(e), lower right quadrant), which would be consistent with the canonical function of DNMT1 performing repressive DNA methylation in controls. 

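The expression side of the comparison in Figure 1(e) was recomputed over all tested genes, whereas the MeDIP data were not analysed here. At an edgeR adjusted p under 0.05, 1329 genes differed between KO and WT, of which 1233 were higher and 96 were lower in KO. The higher genes made up 92.8% of the changed genes (95% Wilson interval 91.3% to 94.1%). This interval treats the genes as independent, which genes from the same libraries are not. It covers neither the spread between libraries nor the choice of processing. The median log2 fold change of the higher genes was 2.36, and that of the lower genes was -0.86. In 205 of the higher genes, both WT libraries had at most 3 counts. With the replicate number as a block, 2244 genes differed, 1625 higher and 619 lower, so that 72.4% were higher. The share moved most with the block and a correction for gene length and GC content together, under which 2195 genes were higher and 1478 lower, or 59.8% higher. With the correction alone it was 68.0%. With DESeq2 in place of edgeR, 82.0% of the changed genes were higher. Marker genes of astrocytes, oligodendrocytes and mural cells, listed after the results were seen, were also higher in KO. A different cell composition of the pools can thus not be told apart from changes of expression within the cells.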

In turn, most genes were elevated in expression and displayed at the same time increased levels of DNA methylation (Figure 1(e), upper right quadrant), pointing to secondary or indirect effects caused by *Dnmt1* deletion. This is consistent with the emerging new functional implications of DNA methylation being far more complex than just leading to gene repression. DNA methylation is described to mediate alternative splicing and promoter choice [1–3] and can even lead to the formation of binding motifs for particular factors that upon binding drive the transcription of particular genes [4].

In sum, our data so far suggest that DNMT1 exerts transcriptional control over *Lhx1* in embryonic POA-derived interneurons, but rather independent of direct DNA methylation of the *Lhx1* gene locus or gene loci encoding for known *Lhx1* regulators.

### Dnmt1 *deficiency resulted in altered H3K4me3 and H3K27me3 levels at the* Lhx1 *gene locus*

In addition to its DNA methylating activity, we have recently reported that non-canonical functions of DNMT1, such as a crosstalk with histone-modifying enzymes, are involved in the transcriptional regulation in developing interneurons [12]. In detail, *Pak6* expression was found to be controlled through direct or indirect interactions of DNMT1 with EZH2, the core enzyme of the polycomb-repressor complex 2 (PRC2), catalysing repressive trimethylations at H3K27 [30,31].

To evaluate a potential implication of DNMT1-dependent modulation of repressive histone methylation in the transcriptional control of *Lhx1*, we analysed *Lhx1* expression in N2a cells upon treatment with 3-deazaneplanocin A (DZNep, Figure 2(a)), a potent inhibitor of the histone methyltransferase EZH2 [32,33]. We detected significantly elevated *Lhx1* expression levels in DZNep-treated N2a cells (Figure 2(a)), suggesting a role of histone methylation in repressing *Lhx1* transcription. As LHX1 was shown to influence POA cell migration [26], we next analysed whether DZNep-treatment affects the migratory potential of N2a cells. To this end, we monitored the migratory speed of N2a cells on matrigel, which was significantly decreased upon DZNep-treatment compared to control treatment with DMSO (Figure 2(b–d)). In line with that, we found DZNep-induced morphological alterations which could account for the reduced motility. By comparing the morphology of DZNep- and control-treated POA and N2a cells, we detected increased numbers of processes as well as higher numbers of branch points of the longest process of each cell (Figure 2(e–g)), which is indicative for the loss of the polarized migratory morphology.

**Figure 2.**
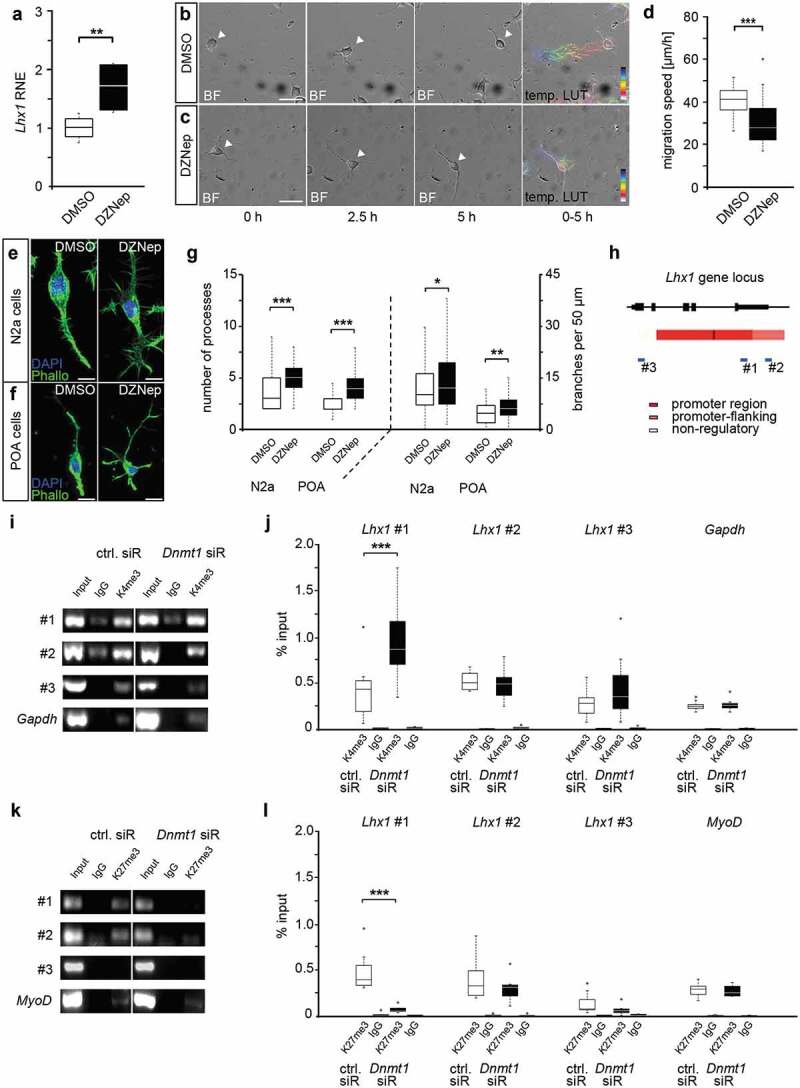
DNMT1-dependent modulation of repressive and permissive histone lysine trimethylation contributes to *Lhx1* expression control

We previously showed that DNMT1 negatively acts on permissive H3K4me3 levels and promotes the establishment of repressive trimethylation of H3K27 at the global level [12]. Here we investigated whether DNMT1 is required to prevent or promote the setup of permissive H3K4- or repressive H3K27-trimethylation marks at regulatory sites of the *Lhx1* gene locus, respectively. For this we performed targeted chromatin-immunoprecipitation (ChIP) with an H3K4me3- and an H3K27me3-specific antibody followed by qPCR with primers directed against regulatory and non-regulatory regions of the *Lhx1* locus in control and *Dnmt1* siRNA-treated N2a cells (Figure 2(h–l)). Compared to controls, we identified an enhanced association of H3K4me3 within the promoter region of the *Lhx1* gene locus in *Dnmt1*-depleted compared to control cells, whereas promoter-flanking and non-regulatory regions did not reveal detectable changes (Figure 2(h–j)). As *Gapdh* is often associated with H3K4me3 in neurons [34,35], it was used as a positive control. This suggests that DNMT1 negatively influences the establishment of permissive H3K4me3 marks at the *Lhx1* promoter region.

Many promoters are bivalently regulated by H3K4me3 and H3K27me3 [36–41], and we already showed a DNMT1-dependent establishment of H3K27me3 signatures in immature POA-derived interneurons and neuron-like N2a cells [12]. Consistent with the global reduction of H3K27me3 found upon *Dnmt1* depletion [12], H3K27me3 association was significantly diminished site-specifically at the promoter region of the *Lhx1* gene locus, which also displayed increased H3K4-trimethylation marks (Figure 2(h, k, l)). As a positive control, we included *MyoD* as muscle-specific gene, which is usually marked by repressive H3K27 trimethylation in neurons [42]. Together, the targeted ChIP experiments presented here suggest that DNMT1 regulates *Lhx1* expression by promoting the establishment of repressive H3K27me3 and the removal of permissive H3K4me3 signatures at regulatory *Lhx1* gene regions. This is in part reminiscent to what we found for the DNMT1-dependent regulation of *Pak6* expression, which is mediated by the concerted action of DNMT1 and EZH2, the core enzyme of the PRC2, promoting the setup of repressive H3K27me3 marks in regulatory regions of the *Pak6* locus [12].

### *DNMT1-mediated alterations in histone acetylation contribute to the modulation of* Lhx1 *expression*

Besides affecting H3K27 and H3K4 trimethylation [5–8,12], DNMT1 was further reported to act on histone acetylation, which leads to open chromatin [43,44]. In line with this, we detected significantly increased H3K9/K14/K18/K23/K27 acetylation levels in *Dnmt1* siRNA-treated N2a cells compared to controls by performing immunocytochemistry with a pan-specific antibody (Figure 3(a–c)). This indicates that DNMT1 can also modulate transcription by negatively acting on permissive histone acetylation marks. The following set of experiments was designed to address whether the DNMT1-mediated modulation of histone acetylation contributes to the transcriptional regulation of *Lhx1* as well as its cellular effects.

**Figure 3.**
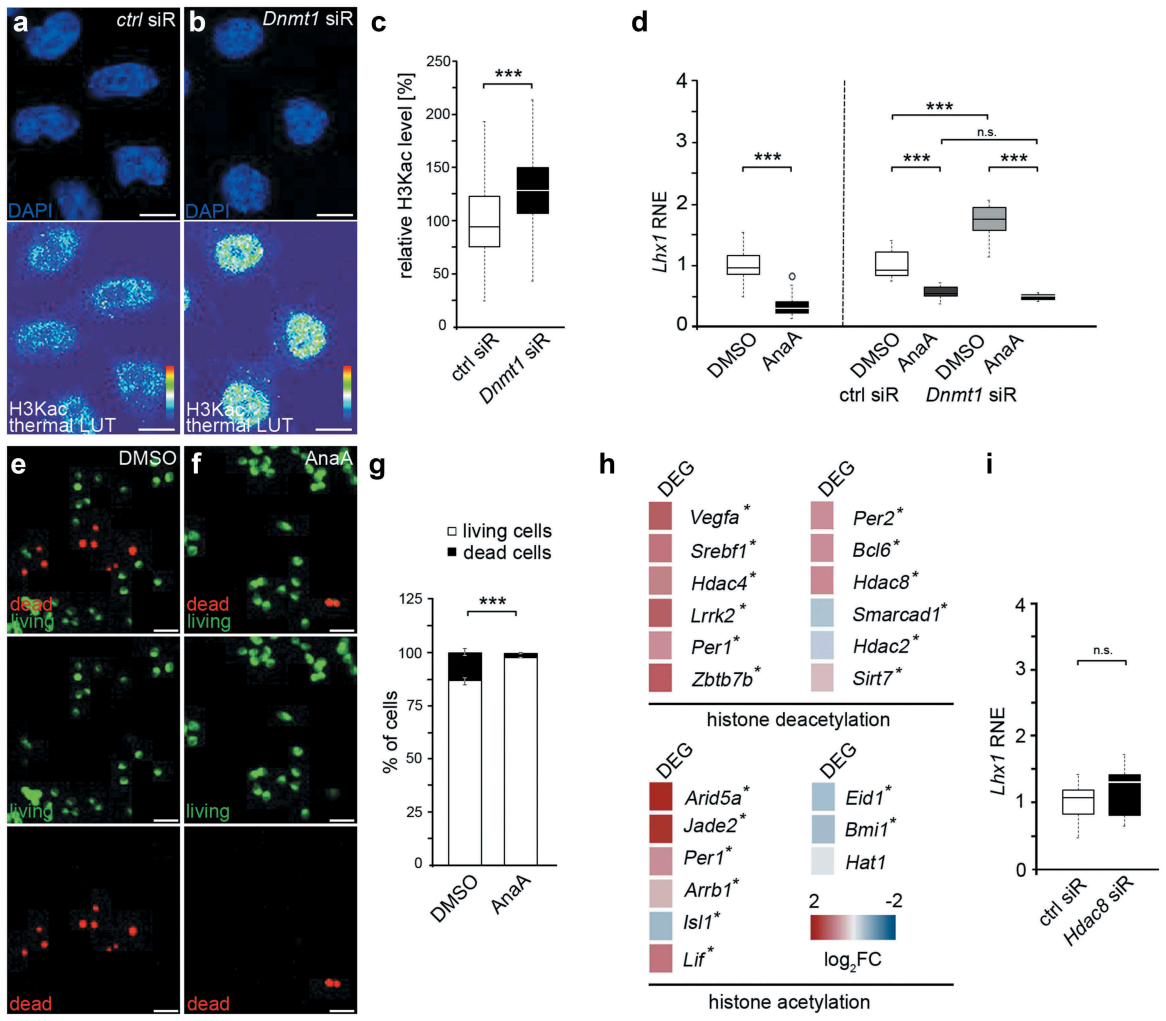
*Lhx1* transcription is modulated by DNMT1-dependent histone acetylation and deacetylation processes

First, we examined whether histone acetylation affects *Lhx1* expression by treating N2a cells with the histone acetyltransferase inhibitor anacardic acid, causing global histone deacetylation [45,46]. Inhibiting histone acetylation resulted in significantly decreased *Lhx1* expression levels compared to DMSO control treatment (Figure 3(d), left side of the diagram). To investigate whether DNMT1 controls *Lhx1* expression by modulating histone acetylation, we determined whether the elevated *Lhx1* expression levels seen upon *Dnmt1* siRNA treatment (Figures 1(d) and 3(d)-right side of the diagram) can be reversed by concurrent application of the histone acetyltransferase inhibitor anacardic acid. Indeed, collective administration of anacardic acid together with *Dnmt1* siRNA reduced the boosted *Lhx1* transcription levels seen after *Dnmt1* depletion to levels which were even below the *Lhx1* expression levels of the control treatment (control siRNA and DMSO; Figure 3(d)). This proposes that (i) permissive histone acetylation promotes *Lhx1* expression and that (ii) DNMT1 represses *Lhx1* in part by impeding the establishment of such permissive histone acetylation marks.

We have previously characterized the relevance of DNMT1 and LHX1 function for survival regulation in POA-derived cortical interneurons [26,27]. We identified several downstream targets of LHX1, through which cell survival in immature POA-derived cortical interneurons is controlled. We showed that LHX1 drives the expression of pro-apoptotic genes and negatively acts on the transcription of pro-survival genes [26]. Hence, tight orchestration of *Lhx1* expression during interneuron development is required to maintain the delicate balance of interneuron cell death and survival, and hence the control over correct interneuron numbers, for which we propose DNMT1 as up-stream repressor. As we here provided evidence that the DNMT1-mediated repression of *Lhx1* is in part achieved by impeding the establishment of permissive histone acetylation marks (Figure 3(a–d)), we next investigated whether manipulating histone acetylation affects cell survival regulation. For this, we determined cell death rates of N2a cells that were treated with the histone acetylation inhibitor anacardic acid by applying a live/dead assay. We indeed detected elevated proportions of living cells in anacardic acid-treated samples (Figure 3(e–g)). This is in line with the diminished *Lhx1* levels observed upon anacardic acid treatment (Figure 3(d)), and the role of LHX1 in promoting cell death, as we previously reported [26].

Our data so far indicate that DNMT1-mediated modulation of histone acetylation could contribute to *Lhx1* transcriptional control with potential implications for cortical interneuron migration and survival. In support of this, numerous studies propose a DNMT1-dependent transcriptional regulation of genes encoding for histone-modifying complexes as a potential mechanism for a crosstalk of DNMT1 with histone modifications [9–12]. Such transcriptional control could also affect the concerted actions of histone acetylases (HATs) and histone deacetylases (HDACs), and hence the balance of histone acetylation and deacetylation, respectively [47]. Indeed, by screening the RNA sequencing dataset of FACS-enriched embryonic (E16) wild-type and *Dnmt1*-deficient POA cells [27], we found evidence that DNMT1 regulates the expression of genes associated with histone deacetylation. 

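Of the 20 genes shown in Figure 3(h), 14 were higher and 6 were lower in KO. At an edgeR adjusted p under 0.05 over all tested genes, 10 of the 12 genes listed under histone deacetylation and 6 of the 9 listed under histone acetylation differed between genotypes. *Per1* is in both lists. The 12 deacetylation genes had a median log2 fold change of 1.24, and as a set they differed from the other genes (camera adjusted p = 1.18e-07 over 23 gene sets, and 9.2e-08 with the replicate block). The median of the 9 acetylation genes was 0.64 (camera adjusted p = 0.0382, and 0.0898 with the replicate block). These lists are the paper's own selection from the same libraries, so that the set tests describe the size of the selected changes. The same KO libraries also carried higher counts of astrocyte, oligodendrocyte and mural cell marker genes, with a median log2 fold change of 4.42 over 12 astrocyte markers.

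**Figure D1:**
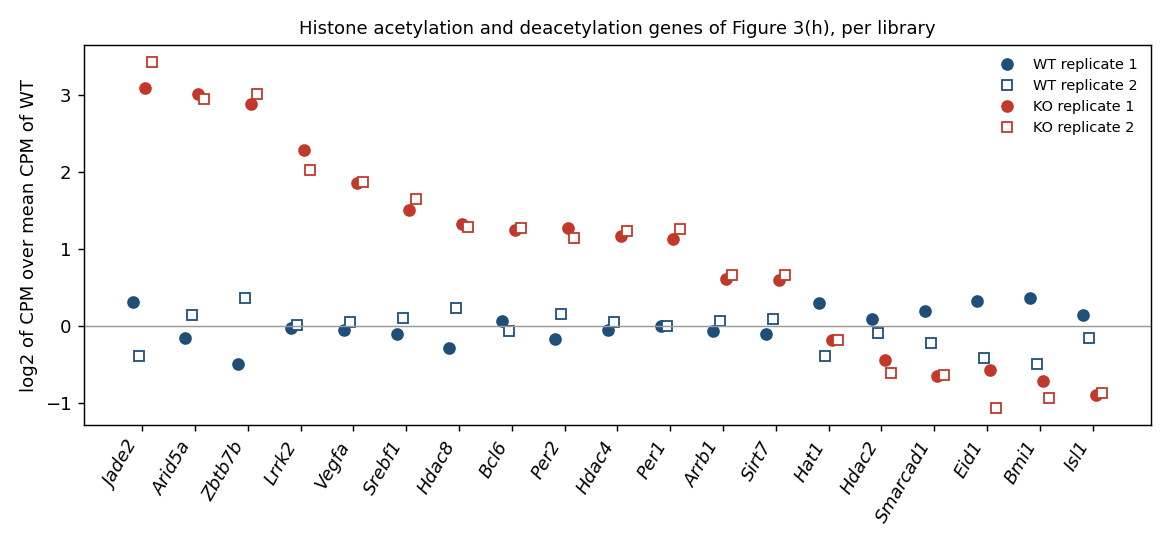
Level of each gene of Figure 3(h) except *Lif*, which had 0 counts in WT, in each library, as log2 of its CPM over the mean CPM of the WT libraries (vertical axis). Blue marks are WT and red marks KO libraries, circles are replicate 1 and squares replicate 2. For *Hat1* the KO libraries lie between the WT libraries, and for the other genes both KO libraries lie on the same side of both WT libraries.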

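*Hdac4*, which lies on chromosome 1 of GRCm38 from 91928779 to 92195699, rose from 69.3 ± 3.49 CPM (SD, n = 2) in WT to 159 ± 4.24 CPM (SD, n = 2) in KO. Its log2 fold change was 1.20 (standard error 0.14, edgeR adjusted p = 0.00136, and with the replicate block 1.20, adjusted p = 2.56e-05). The antisense gene *Gm26720* overlaps 22.4% of the exonic bases of *Hdac4*, and since the strand handling of the counting is not stated, reads of both genes cannot be told apart there. *Hdac8* had a log2 fold change of 1.302 (standard error 0.23, edgeR adjusted p = 0.00995, and with the replicate block 1.32, adjusted p = 0.000879). *Hdac2*, on chromosome 10 from 36974544 to 37001889, had 2852 and 3190 counts in WT and 2062 and 1985 in KO. This corresponds to 333 ± 29.3 CPM (SD, n = 2) in WT and 232 ± 18.8 CPM (SD, n = 2) in KO. The log2 fold change of *Hdac2* was -0.52 (standard error 0.15) with an edgeR adjusted p of 0.0707 over all tested genes, and 0.0171 with the replicate block. Adjusted over the 20 genes of Figure 3(h) alone, the edgeR p-value of *Hdac2* was 0.00791. That list was selected from the same libraries, so that this value adds no support to the one over all tested genes.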

In *Dnmt1*-deficient POA cells we observed significant changes in the expression of *Hdac2, Hdac4* and *Hdac8* encoding histone deacetylases (Figure 3(h)). In addition, numerous other genes associated with histone deacetylation were changed in expression upon *Dnmt1* deletion. 

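The other genes listed under histone deacetylation in Figure 3(h) were *Vegfa*, *Srebf1*, *Lrrk2*, *Per1*, *Zbtb7b*, *Per2*, *Bcl6*, *Sirt7* and *Smarcad1*. *Zbtb7b* had the largest log2 fold change among them with 2.92 (standard error 0.41, edgeR adjusted p = 0.00328, and 0.000356 with the replicate block), from 7 and 16 counts in WT to 76 and 90 in KO. *Lrrk2* followed with 2.16, *Vegfa* with 1.87 and *Srebf1* with 1.58. *Bcl6*, *Per2* and *Per1* rose by 1.27, 1.20 and 1.20 on the log2 scale. *Sirt7* was close to the threshold with a log2 fold change of 0.63 (edgeR adjusted p = 0.0484, 0.0154 with the replicate block and 0.0754 with DESeq2). *Smarcad1* was lower in KO with a log2 fold change of -0.64, which did not pass the threshold over all tested genes (edgeR adjusted p = 0.0592, and 0.00916 with the replicate block).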

While the expression of *Hat1* encoding for a histone acetylase was not significantly altered, the expression levels from other histone acetylation-related genes like *Arid5a* [48] and *Jade2* [49] were changed prominently in *Dnmt1*-deficient POA cells compared to controls (Figure 3(h)). 

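*Hat1*, on chromosome 2 of GRCm38 from 71388958 to 71441622, had 20.4 ± 6.80 CPM (SD, n = 2) in WT and 18.0 CPM in both KO libraries. Its log2 fold change was -0.18 (standard error 0.26, edgeR adjusted p = 0.737, and 0.745 with the replicate block), and the KO libraries lay between the WT libraries. *Arid5a*, on chromosome 1 from 36307733 to 36324029, rose from 5.25 ± 0.752 CPM (SD, n = 2) to 41.6 ± 1.20 CPM (SD, n = 2), a log2 fold change of 2.98 (standard error 0.22, edgeR adjusted p = 7.85e-05, and 4.11e-07 with the replicate block). *Jade2*, on chromosome 11 from 51813455 to 51857653, had 18 and 14 counts in WT and 130 and 177 counts in KO. The log2 fold change of *Jade2* was 3.29 (standard error 0.35, edgeR adjusted p = 0.000788, and 2.03e-05 with the replicate block). *Arrb1* was higher in KO (0.64, edgeR adjusted p = 0.0259) and *Isl1* lower (-0.88, edgeR adjusted p = 0.0126). *Lif* had 0 counts in both WT libraries and 16 and 41 counts in KO (1.902 and 4.515 CPM). The mean of the KO libraries was at least 9.64-fold higher when 3 counts are taken for WT. This bound rests more on KO replicate 2 than on KO replicate 1. *Eid1* and *Bmi1* were lower, with log2 fold changes of -0.79 and -0.82, and did not pass the threshold over all tested genes (edgeR adjusted p = 0.117 and 0.112). With the replicate block these were 0.00132 and 0.00744. For *Eid1*, the antisense gene *Shc4* overlaps 31.2% of the exonic bases.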

Together, these transcriptional alterations induced by *Dnmt1* deletion support a role of DNMT1 in the transcriptional regulation of genes related to histone acetylation/deacetylation complexes.

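Figure 3(h) marks 19 of its 20 genes as changed. Of these 19 genes, 15 passed an edgeR adjusted p of 0.05 over all tested genes, and all 19 passed with the replicate block or when p-values were adjusted over the 20 genes alone. As the list was selected from the same libraries, the latter count shows no stability. The direction of change was that of the figure for all 20 genes. Since the figure shows the same libraries, neither this match nor the counts above are independent support. With DESeq2, 18 of the 19 genes passed, and with limma-voom 14. With a filter of at least 10 counts in every library 13 passed, and *Zbtb7b* and *Lif*, which passed without it, were not tested. At an adjusted p under 0.01, 11 passed. Among 15 genes encoding histone acetyltransferases, none passed (smallest edgeR adjusted p = 0.174, and 0.0652 with the replicate block), while 1 had an unadjusted p under 0.05. Their log2 fold changes ranged from -0.48 to 0.38. From the altered expression of genes of both lists after *Dnmt1* deletion, the paper proposes a role of DNMT1 in regulating the transcription of genes related to these complexes.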

HDAC8 was already described as a potent inhibitor of *Lhx1* transcription in cranial neural crest cells [50] and is implicated in cell survival regulation [51]. However, *Hdac8* expression was significantly increased in FACS-enriched *Dnmt1-*deficient POA cells (E16) (Figure 3(h)). 

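*Hdac8* lies on the X chromosome of GRCm38 from 102284639 to 102505359 on the minus strand, and no other annotated gene overlaps its exons. It had 83 and 150 counts in WT and 264 and 278 counts in KO, or 12.5 ± 3.11 CPM (SD, n = 2) in WT and 31.0 ± 0.544 CPM (SD, n = 2) in KO. When each library was left out in turn, the log2 fold change of *Hdac8* stayed between 1.07 and 1.59. It was between 1.14 and 1.40 across the 12 alternative fits with a test, and its adjusted p was at most 0.0102, with limma-voom.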

While being consistent with a repressive function of DNMT1, this does not provide a logic explanation for the elevated pan-histone acetylation induced by *Dnmt1* siRNA in the N2a cell culture model, as augmented HDAC8 expression would rather be consistent with diminished histone acetylation. Moreover, *Lhx1* expression levels were not changed in *Hdac8* siRNA-treated N2a cells (Figure 3(i)), indicating that HDAC8 is not affecting *Lhx1* transcription in our cell culture model.

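Among *Hdac1* to *Hdac11*, *Hdac4* and *Hdac8* were higher in KO at an edgeR adjusted p under 0.05, and 0 genes were lower (1 gene, *Hdac2*, at an unadjusted p under 0.05). With the replicate block, 1 of the 11 genes, *Hdac2*, was lower. *Hdac2* also passed the threshold with DESeq2, without a filter on low counts and after the correction for gene length and GC content. Its log2 fold change was between -0.54 and -0.41 across the 12 alternative fits, with adjusted p-values from 0.0016 to 0.177, the latter with library size as the only normalization. The other 8 genes had log2 fold changes between -0.30 (*Hdac9*) and 0.40 (*Hdac7*), and the smallest edgeR adjusted p among them was 0.169 (0.0703 with the replicate block). The sign of *Hdac10* and *Hdac11* changed with the normalization or the filter, and that of *Hdac5* with the correction. *Sirt1*, which encodes a deacetylase of the sirtuin family, was lower in KO with a log2 fold change of -0.67 (standard error 0.22, edgeR adjusted p = 0.121, and 0.0277 with the replicate block), and its adjusted p ranged from 0.00849 to 0.162 across the alternative fits.

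**Figure D2:**
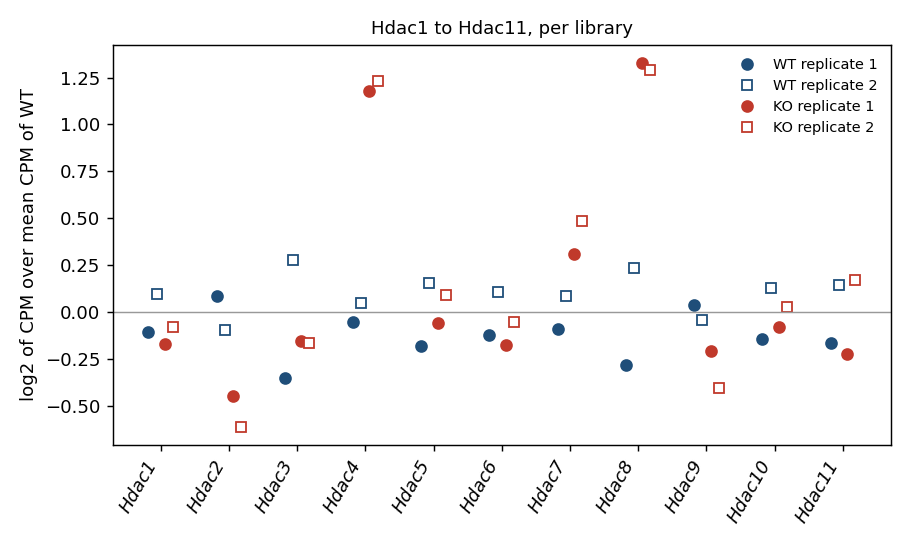
Level of *Hdac1* to *Hdac11* in each library, as log2 of the CPM over the mean CPM of the WT libraries (vertical axis). Blue marks are WT and red marks KO libraries, circles are replicate 1 and squares replicate 2. Both KO libraries lie above both WT libraries for *Hdac4*, *Hdac7* and *Hdac8* and below them for *Hdac2* and *Hdac9*, of which *Hdac4* and *Hdac8* passed an edgeR adjusted p of 0.05.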

*Hdac2* was the only histone deacetylase-encoding gene, which we found diminished in *Dnmt1*-deficient POA cells, indicating that DNMT1 directly or indirectly promotes its expression (Figure 3(h)). HDAC2 was already reported to regulate the expression of *Lhx1* [52]. Hence, a DNMT1-dependent promotion of histone deacetylation by enhancing *Hdac2* expression represents a potential scenario for the DNMT1-mediated transcriptional repression of *Lhx1*. Whereas deciphering the underlying mechanism requires further investigation, our data so far indicate that DNMT1-mediated gene expression regulation in immature interneurons could be realized via the modulation of histone acetylation in addition to the previously reported crosstalk with histone methylation.

## Discussion

The development of interneurons, including their long-range migration and their subtype-specific differentiation as well as their survival, is strictly controlled by various regulatory mechanisms [24]. Here we provided evidence that DNMT1 regulates the expression of the LIM homeodomain transcription factor LHX1, a relevant regulator of cortical interneuron development. *Lhx1* was shown to be expressed in a proportion of POA interneurons during brain development, promoting proper migration from their subpallial origin towards cortical targets as well as controlling their survival [26]. Our current data support a role of DNMT1 in executing transcriptional control over *Lhx1* through DNA methylation-independent mechanisms. Apart from DNMT1-dependent modulation of H3K4 and H3K27 trimethylation, partially organized in bivalent regions, DNMT1-mediated interference with histone acetylation may contribute to the regulation of *Lhx1* gene activity in interneurons and neuron-like cells.

Epigenetic mechanisms are key for neuronal development and function and are implicated in diverse neurological diseases and psychiatric disorders [13,14]. DNA methylation exerted by DNA methyltransferases (DNMTs) was shown to play a major role in the regulation of gene transcription and the modulation of neuronal differentiation programs [53–55]. Thereby, DNA methylation was often reported to silence gene transcription by preventing the binding of transcription factors to the DNA [53–55]. We recently reported that the function of DNMT1 is fundamental for the maturation of POA-derived cortical interneurons [27]. Interestingly, we observed that the majority of genes in post-mitotic POA interneurons which revealed elevated expression upon *Dnmt1*-deletion also showed increased methylation states. This is not in line with the proposed model of repressive DNMT1-dependent DNA methylation. Recently studies added new aspects on how DNA methylation or DNMTs may contribute to the control of gene activity. These include a crosstalk with histone tail modifications or RNA silencing that concertedly contribute to the complex network of gene regulation [53,56]. For this reason, we asked whether the regulation of relevant DNMT1 downstream target genes depends on non-canonical DNMT1 functions. In this context, we recently showed that the expression of the gene coding for the serine/threonine-protein kinase PAK6, which regulates interneuron morphology and survival [12,27], is modulated by DNMT1-dependent establishment of repressive H3K27me3 marks at gene promoter sites [12]. Following this line of research, we here asked, whether *Lhx1* is likewise regulated by DNMT1-dependent changes in the histone code, as in contrast to *Dnmt1* deletion-induced alteration in *Lhx1* expression, no respective changes in the DNA methylation levels were found. Our data emphasize a bivalent regulation of *Lhx1* by a DNMT1-dependent modulation of both repressive H3K27me3 and permissive H3K4me3 marks.

An interaction of DNMT1 with enzymes involved in establishing H3K27me3 marks like EZH2 as the main methyltransferase of the polycomb repressor complex 2 (PRC2), as well as a transcriptional regulation of associated genes was already reported for non-neuronal cells in different studies [11,57,58]. We recently revealed that in POA interneurons and neuron-like N2a cells the DNMT1-dependent establishment of H3K27-trimethylation marks relies on protein–protein interactions between DNMT1 and EZH2 [12]. In turn, DNMT1-dependent repression of activating H3K4me3 marks in control cells appears to be achieved via transcriptional control of relevant key players. This assumption was based on the observation that in *Dnmt1*-deficient *Hmx3*-expressing POA cells an enhanced expression of H3K4me3-associated genes was revealed [12,27]. However, other ways of action are likewise conceivable.

A simultaneous association of permissive H3K4me3 and repressive H3K27me3, like we and others observed for the *Lhx1* promoter [59–61], is typically found for many developmental genes adopting a ‘winner-takes-all’ principle [36,38,39,62] with the decision about gene transcription being defined by the proportion of these histone modifications. Such bivalent gene regulation, initially reported for the repression of lineage restricting genes in early embryogenesis (reviewed in [63]), enables the repression of genes until their expression is required. Since LHX1 regulates the survival and migration of specific interneurons from the POA within a given time window [26], a highly coordinated expression of this transcription factor is of great importance. A bivalent regulation of *Lhx1* expression would allow for such a temporally and spatially limited expression, which seems to depend on DNMT1 function.

Besides the connection to histone methylation, DNMT1 also interacts with key enzymes relevant for histone acetylation and deacetylation [43,44]. Acetylated histones are highly associated with euchromatic gene regions and activated gene transcription, while histone deacetylation results in ‘closed’ heterochromatin and gene repression [64,65]. Histone acetylation and deacetylation processes are intimately linked to proper development and function of several cortical interneuron types and enable a dynamic change of gene accessibility [66,67]. The data presented here indicate a DNMT1-dependent repression of activating histone acetylation marks in immature POA interneurons, as well as a regulation of the *Lhx1* expression level by the histone acetylation status. Based on this, we propose the hypothesis that DNMT1 represses *Lhx1* transcription at least partly by contributing to changes in histone acetylation levels. DNMT1 has already been reported to be associated with HDAC activity, which removes histone acetylation marks to silence gene transcription. For example, Fuks *et al*. [43] identified a specific domain in the DNMT1 protein that partially contributes to transcriptional repression by recruiting histone deacetylase activity. Apart from this, DNMT1 was also shown to directly bind HDAC2 and the co-repressor DMAP1 to form a repressive transcription complex [44]. Thus, a DNMT1-dependent removal of acetyl groups from histone tails could account for *Lhx1* repression in POA interneurons and N2a cells. Interestingly, an HDAC-dependent repression of *Lhx1* was already shown in cranial neural crest cells for the class I histone deacetylase HDAC8 [50], in which the enzyme prevents the aberrant expression of homeobox transcription factors during skull development. For the cell types investigated here, HDAC8, in turn, seems of subordinate relevance for the transcriptional control of *Lhx1*, as *Hdac8* siRNA application had no effect on *Lhx1* transcription levels. This underlines that the function of HDACs appears to be cell type specific and likely depend on cell-specific cofactors and their integration into protein complexes. Apart from that, the regulation of *Lhx1* expression was also described for the class I histone deacetylases HDAC1 and HDAC2 in non-neuronal progenitor cells [52]. Here, we detected reduced levels of *Hdac2* expression in *Dnmt1*-deficient POA cells, which is in line with the increased pan-histone acetylation determined upon *Dnmt1* depletion. Consequently, a DNMT1-dependent transcriptional regulation of HDAC2 could represent a possible scenario for how DNMT1 modulates *Lhx1* transcription through a crosstalk with histone acetylation. Moreover, we identified numerous transcripts related to histone acetylation and deacetylation that were altered in expression in *Dnmt1*-deficient POA cells, indicating multiple levels of regulation. Besides, other mechanisms that would enable a crosstalk between DNMT1 and histone acetylation, for example, via transcriptional control over long non-coding RNA expression that in turn can recruit or avoid the binding of chromatin-modifying complexes [68], or an interaction of DNMT1 with the histone acetylation machinery at protein level similar to what we identified for the DNMT1-dependent establishment of H3K27me3 marks [12], are likewise conceivable and subject of further investigations.

Furthermore, since the regulation of gene expression through epigenetic mechanisms is based on a complex network of diverse factors that regulate different histone tail modifications, we cannot rule out that additional mechanisms like histone phosphorylation, ubiquitination, or deimination contribute to the DNMT1-dependent regulation of *Lhx1* expression. We likewise cannot exclude that the effects we described could also partially represent secondary effects through intermediary factors, and not necessarily be due to the direct interaction of DNMT1 with histone methylating complexes. For this, the identification of potential binding partners and whole protein complexes interacting with DNMT1 is of great relevance to fully understand the complex crosstalk of bivalent gene sites by histone 3 trimethylation and histone acetylation.

Together, the transcriptional control by epigenetic mechanisms once more emerges as a complex interplay of numerous factors, likely acting in large complexes that integrate intracellular and extracellular cues to drive cell differentiation and maturation processes.

## Methods

### Animals

For all experiments, transgenic mice on C57BL/6J background were used including *Hmx3-Cre/tdTomato/Dnmt1* wild-type as well as *Hmx3-Cre/tdTomato/Dnmt1 loxP^2^* mice. Transgenic mice were generated by crossing *Hmx3-Cre* mice (obtained from Oscar Marin, King’s College, London, UK and described in Gelman *et al*. [25]) with *tdTomato* transgenic reporter mice (obtained from Christian Hübner, University Hospital Jena, Germany and described in Madisen et al. [69]) and *Dnmt1 LoxP^2^* mice (*B6; 129Sv-Dnmt1tm4Jae/J*, Jaenisch laboratory, Whitehead Institute, USA). *Cre*-mediated deletion in *Dnmt1* mice leads to out-of-frame splicing from exon 3 to exon 6, resulting in a *Dnmt1* null allele [70]. Transgenic mice are abbreviated as *Dnmt1* WT and *Dnmt1* KO in text and figures. Mice were housed under 12 h light/dark conditions with *ad libitum* access to food and water. All animal procedures were approved by the local government (Thueringer Landesamt, Bad Langensalza, Germany) and performed in strict compliance with the EU directives 86/609/EWG and 2007/526/EG guidelines for animal experiments. Study design and experiments were performed according to the ARRIVE guidelines.

### Preparation of POA single cells

For the preparation of cells of the embryonic preoptic area (POA), timed pregnant *Dnmt1* WT and KO mice were killed by an intraperitoneal injection of 1x PBS (pH 7.4) with 2.5 μg chloral hydrate per g body weight. Embryonic POA was prepared under visual control, dissociated with 0.04% trypsin (Thermo Fisher Scientific) in Hank´s balanced salt solution (Invitrogen) for 17 min at 37 °C prior trituration and removal of cell aggregates by filtering through a 200 µm nylon gauze. Preparations of *Cre*-positive embryos were used for fluorescence-activated cell sorting. POA cells of *Cre*-negative embryos were used for morphometric studies. They were seeded at densities of 300 cells/mm^2^ on coverslips (Ø 12 mm) coated with 19 µg/µL laminin (Sigma-Aldrich) and 5 µg/µL poly-L-lysine (Sigma-Aldrich) and cultured according to Symmank et al. [12] at 37 °C and 5% CO_2_.

### Fluorescence-activated cell sorting (FACS) of POA cells

FACS of *tdTomato* reporter-positive cells was performed as described in Pensold et al. [27]. FACS-enriched cell pellets were either frozen directly for DNA isolation or dissociated with TRIzol™ Reagent (Life Technologies) for RNA isolation.

### RNA Sequencing and MeDIP analysis of embryonic POA cells

RNA sequencing and methylated DNA immunoprecipitation (MeDIP) sequencing of FACS-enriched POA cells were described and performed by Pensold et al. [27] and reanalysed in this study. Briefly, pooled samples were tested in technical duplicates for RNA sequencing. Due to higher quantities of required material for MeDIP sequencing, one pooled sample was evaluated per genotype and a special bioinformatic pipeline for computational analysis was applied for such rare samples as previously described in Pensold et al. [27] and Pensold *et al*. [71]. Complete data set of RNA sequencing and MeDIP analysis is provided by Pensold *et al*. [27] and uploaded at GEO with the series number GSE146968. Heat-maps were generated using R package pheatmap (https://CRAN.R-project.org/package=pheatmap). For heat-maps showing a comparison between two datasets, data were normalized to WT and log^2^ fold-change to KO is depicted.

### N2a cell culture

Neuro-2a (N2a) cells were grown in culture medium consisting of DMEM with high glucose, sodium pyruvate (Thermo Fisher) and GlutaMAX (Invitrogen), 10% FBS (Biowest), 100 U/mL penicillin (Gibco), 100 µg/mL streptomycin (Gibco) at 37 °C, 5% CO_2_, and 95% humidity. When reaching 75% confluence, N2a cells were mechanically dissociated and seeded at densities of 100 cells/mm^2^ on coverslips (Ø 12 mm) coated with 19 μg/mL laminin (Sigma-Aldrich) and 10 μg/mL poly-L-lysine (Sigma-Aldrich) in GBSS. For further treatment, N2a cells were incubated in culture medium (DMEM, 10% FBS, 100 U/mL penicillin, 100 µg/mL streptomycin) at 37 °C, 5% CO_2_, and 95% humidity for 24 h.

### Transfection with siRNA and inhibitor treatment

Transfection of N2a cells with siRNA was performed via lipofection using Lipofectamine™ 2000 (Thermo Fisher Scientific), according to the manufacturer’s protocol and as described in Zimmer *et al*. [72] and Pensold et al. [71]. Mouse *Dnmt1* siRNA oligos (30 nM; siRNA sc-35203, Santa Cruz Biotechnology), *Hdac8* siRNA oligos (30 nM; siRNA sc-35548, Santa Cruz Biotechnology), or control siRNA (15 nM; BLOCK-iT Alexa Fluor red/green fluorescent oligo, Invitrogen) were applied for 5 h in antibiotic- and serum-free Opti-MEM (Thermo Fisher Scientific). Afterwards, cells were grown in culture medium (DMEM with high glucose, sodium pyruvate and GlutaMAX, 10% FBS, 100 U/mL penicillin, 100 µg/mL streptomycin) for 24 h at 37 °C, 5% CO_2_, and 95% humidity if not stated differently.

N-phthalyl-L-tryptophan (20 μM, RG108, Sigma-Aldrich) was used to block DNA methylation. To inhibit histone methyltransferases, N2a cells were treated with 100 nM of 3-deazaneplanocin A (DZNep; Sigma-Aldrich) and POA cells with 1.5 µM DZNep. Anacardic acid of 40 µM (AnaA, Merck) was used to inhibit histone acetyltransferase function in N2a cells. All inhibitor treatments were performed in culture medium for 24 h at 37 °C, 5% CO_2_, and 95% humidity and as control, N2a cells were treated with dimethyl sulphoxide (DMSO).

### Chromatin-immunoprecipitation and quantitative PCR

For chromatin immunoprecipitation (ChIP), 75% confluent N2a cells were transfected with siRNA in 10 cm well plates. 24 h after transfection, crosslinking of DNA and protein was performed with 1% formaldehyde in PBS. Cells were harvested and aliquoted with a cell number of 1 × 10^6^ cells per tube and centrifuged for 5 min at 1000 x g at 4°C. ChIP was performed as described in Symmank et al. [12] using the following ChIP-valuated antibodies for precipitation: rabbit anti-H3K4me3 (Abcam), rabbit anti-H3K27me3 (Millipore), and rabbit anti-IgG (Abcam). One per cent input control was taken after DNA fragmentation. Protein-DNA cross-linking of probes and input control were removed for 4 h at 65 °C with 200 mM NaOH. Finally, proteins were digested for 1 h at 45 °C in 10 mM EDTA, 40 mM Tris-HCl (pH 6.5) und 20 μg/μl proteinase K (Merck). DNA was precipitated with standard phenol-chloroform isoamyl alcohol (25:24:1) extraction and purified with the DNA Clean & Concentrator-5 Kit (Zymo Research) according to the manufacturer’s guidelines. To quantitatively asses the amount of specific DNA fragments, primer-specific pre-amplification of probes was performed in the T-gradient PCR Cycler (Bio-Rad) for 20 cycles prior quantitative analysis with the Real-Time PCR-System *qTOWER^3^* (Analytik Jena). For both PCR reactions, Luminaris Color HiGreen qPCR Master Mix (Thermo Fisher Scientific) was used according to the manufacturer’s protocol. Following primer sequences were used (indicated as 5′ → 3′; fw, forward; rev, reverse): *Gapdh* fw AACGACCCCTTCATTGACCT, *Gapdh* rev TGGAAGATGGTGATGGGCTT, *Lhx1*-#1 fw AGACCTCTGATCCGAAGCTG, *Lhx1*-#1 rev AACGACTTCTTCCGGTGAGT, *Lhx1*-#2 fw TGGTCCCTTTGCTCTCCATT, *Lhx1*-#2 rev GGGCGACTCACAGATTTCCT, *Lhx1*-#3 fw GGCAACTGTCTGAATATCATGGT, *Lhx1*-#3 rev TGACAGATTTGCAGGGCTTG, *MyoD* fw CTCACAGAGTCCAGGCCAG, *MyoD* rev TGTTCTGTGTCGCTTAGGGA. Normalization of DNA content was performed according to the per cent-input method in relation to the analysed input probes [73].

### RNA isolation and expression analysis

RNA isolation of FACS-enriched POA cells was performed as described in Pensold *et al*. [27]. For expression analysis of siRNA- or inhibitor-treated N2a cells grown in six well plates, cells were harvested with TRIzol™ Reagent (Thermo Fisher Scientific) following the manufacturer’s guidelines. RNA was isolated using 1-Bromo-3-chloropropane, centrifuged for 30 min at 13,000 × g and 4 °C and the aqueous phase was purified with the RNA Clean & Concentrator-5 kit (Zymo Research) including DNAse treatment according to manufacturer’s protocol. Superscript IV*™* first-strand synthesis system (Thermo Fisher Scientific) was used for cDNA synthesis according to the manufacturer’s instructions with the same amount of input RNA in all compared probes. Quantitative reverse transcription PCR was performed with Luminaris Color HiGreen qPCR Master Mix (Thermo Fisher Scientific) according to manufacturer’s protocols and following primers were used (indicated as 5′ → 3′; fw, forward; rev, reverse): *Lhx1* fw GGAGCGAAGGATGAAACAGC, *Lhx1* rev TGCGGGAAGAAGTCGTAGTT, *Rps29* fw GAAGTTCGGCCAGGGTTCC, *Rps29* rev GAAGCCTATGTCCTTCGCGT. As housekeeping gene, *Rps29* was used. Each sample was tested in three biological replicates analysed in separate qPCR runs with one to three technical replicates. The qPCR program included the following optimized steps: UDG pre-treatment at 50 °C for 2 min, initial denaturation at 95 °C for 10 min, denaturation at 95 °C for 15 sec as well as annealing and elongation at 60 °C for 1 min. Denaturation and annealing/elongation steps were repeated 40 times and primer dimers were excluded by a melting curve analysis. Data were analysed with ΔΔ*Ct* method [74].

### Immunocytochemistry

N2a cells, cultured on coverslips were fixed with 4% PFA/1x PBS for 10 min and immunocytochemistry was performed as previously described in Zimmer *et al., 2011* [72]. A pan-specific rabbit-anti-H3K9/K14/K23/K27 acetylation (Abcam) was used as the primary antibody. As secondary antibody, Cy3-goat anti-rabbit IgG (1:1000; Jackson Laboratory) was used. For analysis of cell morphology, incubation with Alexa Fluor™ 488 Phalloidin (Thermo Fisher Scientific) was performed according to the manufacturer’s guidelines.

### Live-dead-assay

N2a cells cultured on coverslips were stained after inhibitor treatment for living and dead cells with the LIVE/DEAD™ Cell Vitality Assay Kit for mammalian cells (Invitrogen) according to the manufacturer’s protocol.

### Migration assay with N2a cells

Standardized imaging plates (Eppendorf; 170 µm glass thickness) were coated with matrigel (GelTrex™; Thermo Fisher) according to the manufacturer’s instructions using a working concentration of 0.1 mg GelTrex^TM^ diluted in 1 mL N2a culture medium. One hundred microlitre matrigel working solution was added per well and incubated for 60 min until hardening of the substrate. N2a cells were seeded with a density of 57 cells/mm^2^ and treated with the inhibitor DZNep after 24 h as described above. To avoid phototoxic effects during imaging, culture medium was exchanged to DMEM without phenol red (Invitrogen) with 10% FBS (Biowest), 100 U/mL penicil-lin (Gibco), 100 µg/mL streptomycin (Gibco). Forty-eight hours after seeding, N2a cells were imaged every 15 min for 20 h at 37 °C and 5% CO_2_.

### Microscopy and data analysis

Fluorescent images were taken with the inverted confocal laser scanning microscope *TCS SP5* (Leica). Life cell imaging of migrating cells and images of the Live-Dead-Assay were taken with the DMi8 with thunder imaging platform (Leica). Photographs were analysed with Fiji (ImageJ) software [75]. Background correction was performed for fluorescence intensity measurement. Mean fluorescent intensity of *Dnmt1* siRNA-treated cells was normalized to control siRNA-treated cells. Quantitative RNA results were analysed by efficiency corrected ΔΔ*Ct* method and presented in relation to control samples. Photoshop CC was applied for image illustration. Significance was analysed with two-tailed *Student’s t*-test or two-way ANOVA with Tukey Test. Shapiro–Wilk was used as Normality Test. Significance levels: P value <0.05 *; P value <0.01 **; P value <0.001 ***. If not stated differently, experiments were repeated three times.

## Data Availability

The reanalyzed RNA sequencing and MeDIP data sets comparing *Hmx3-Cre/tdTomato/Dnmt1* wild-type as well as *Hmx3-Cre/tdTomato/Dnmt1 loxP^2^* mice that are used in this study are published by Pensold *et al*. (27) and uploaded at GEO with the series number GSE146968.

How the deposited data were processed for this re-analysis (not part of the article)

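RNA sequencing of FACS-enriched tdTomato-positive POA cells at E16 was analysed for 2 *Dnmt1* WT and 2 *Dnmt1* KO libraries. The authors deposited raw read counts per Ensembl gene, one list per library, and no normalized values were used. The paper refers to an earlier study for sequencing and read processing, and its text does not name the aligner, the counting tool, the genome build, the annotation or the strand handling. Counting on both strands would add reads of antisense genes to the genes they overlap. Genotype and replicate numbers were taken from the sample labels, and the pairing of libraries with the same replicate number has no other source than these labels. MeDIP data were not analysed here.

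Of the 55573 gene identifiers, 55480 were matched to GENCODE release M21 (GRCm38), which supplied gene symbols, positions, transcript lengths and GC content. Genes were filtered with edgeR's expression filter, which left 16832 genes. Normalization used TMM factors and the test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with the genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method, and genes under 0.05 were called changed. Standard errors of log2 fold changes were derived from the test statistic. CPM values used TMM-scaled library sizes. Gene sets were compared with camera at an inter-gene correlation of 0.01, over 23 sets listed before the data were examined and 5 marker sets listed afterwards. A level was treated as a lower limit where both libraries of a genotype had at most 3 counts.

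Genes named in the text are those the paper names for these libraries, the genes *Pak6*, *Bcl2*, *Hdac1*, *Ezh2*, *Dmap1*, *Gapdh*, *Myod1* and *Rps29*, members of the *Hdac* and *Sirt* families, sex-linked genes as a check, and the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p under 0.05, at least 10 counts in every library and both KO libraries on the same side of both WT libraries. Marker genes outside this rule were chosen after their values were seen.

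The alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors, library size or upper quartile in place of TMM, no filter or at least 10 counts in every library, the replicate number as a block, a correction of each library for trends with gene length and GC content, both together, each library left out in turn, replicates summed, and other thresholds. DESeq2 with shrunken fold changes and the removal of 43 mitochondrial and rRNA-like genes were added after the values were seen. With 2 libraries per genotype, leaving out a library leaves a genotype with 1 library, so these fits give fold changes without a test.

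The procedures were tested on simulated counts with 200 genes changed by 2 on the log2 scale. The edgeR test recovered 96% of them among 15350 genes, and 9.4% of its calls were false, against 15.4% with the replicate block. DESeq2, run on 16832 genes, recovered 94% with 7.4% of its calls false. In each of these the share of false calls was above the one that the threshold on the adjusted p allows. These counts came from a single draw, with as many genes raised as lowered, all of them well counted. The spread of a gene was the same in both genotypes. The shares need not hold for the data, nor for changes as small as those of *Hdac2* and *Dnmt1*. With an added GC trend, the slope of the log2 fold change on GC content was 6.04 before the correction and 0.2 after it. The prior degrees of freedom of edgeR were 6.05, and 12.5 with the replicate block. In the fits without a filter and with the block and the correction together they were estimated as infinite, so that a gene's own spread did not enter its p-value there.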

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

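The marker gene lists of astrocytes, oligodendrocytes, mural cells and neurons in general, and the tests that use them, were chosen only after the results were seen. The correction for gene length and GC content was planned, but its use as a test of the genes higher in KO was chosen afterwards.

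Among genes with an adjusted p under 0.05 and at least 10 counts in every library, the largest increases in KO were in genes outside those the paper discusses. *Htra1* had 13 and 25 counts in WT and 3647 and 3655 in KO, a log2 fold change of 7.65 (edgeR adjusted p = 2.08e-06). *Gpr37l1* rose by 6.82, *Gja1* by 6.05, *Daam2* by 6.02 and *Gm13872* by 5.71 on the log2 scale, with both KO libraries above both WT libraries in each. *Gm13872* overlaps *Slc1a2* on the opposite strand over 10.4% of its exonic bases, so that its reads are uncertain. Under the replicate block the log2 fold changes were 7.65, 6.82, 6.06, 6.03 and 5.71. The median log2 fold change was 4.42 over 12 astrocyte markers, 3.27 over 11 oligodendrocyte markers and 2.21 over 8 mural cell markers (4.43, 3.28 and 2.22 with the replicate block), and every marker of these 3 lists was higher in KO.

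RNA from such cells in the KO pools is a candidate explanation, but that marker sets of all 3 of these lineages were higher (camera adjusted p under 0.05 in each) restates the observation, since the lists were written after these increases were seen. Choroid plexus markers, also listed afterwards, were lower in KO as a set (median log2 fold change -1.11 over the 4 of 7 genes tested, camera adjusted p = 8.37e-05). Of these 4 genes, *Ttr* alone passed an edgeR adjusted p of 0.05, with 329 and 564 counts in WT and 8 and 10 in KO. The log2 fold change of *Kl* was 0.2. With at least 10 counts in every library, where *Ttr* and *Aqp1* were not tested, the set did not differ (camera adjusted p = 0.315). The fall of *Ttr* shows that not all non-neuronal markers rose. Glial genes switched on inside the sorted KO neurons may give the same picture, and the lower level of 14 of 15 genes carried by neurons in general, of which 3 passed an edgeR adjusted p of 0.05 (median log2 fold change of the 15 genes -0.47, and 6 passed with the replicate block), does not separate these, since neurons that change identity would also lose them. Of 5 non-neuronal marker sets listed before the data were examined, the mesenchymal set differed (median log2 fold change 0.83, camera adjusted p = 0.026, and 0.027 with the replicate block), with 4 of its 6 genes tested. Of these 4 genes, *Pdgfrb*, which is also expressed by mural cells, passed an edgeR adjusted p of 0.05 (log2 fold change 2.88, adjusted p = 5.79e-05), and 2 genes passed with the replicate block, with library size only and with the upper quartile. By the same set test the erythroid (0.0592), microglial (0.133), oligodendrocyte precursor (0.141) and endothelial (0.881) sets did not differ, although the erythroid set, lower in KO, passed under 2 other normalizations. All 5 oligodendrocyte precursor genes and 8 of the 9 microglial genes tested were nevertheless higher in KO. Of the precursor genes 1 passed an edgeR adjusted p of 0.05 and 4 did with the replicate block (camera adjusted p = 0.0898), and of the microglial genes 1 passed and 3 did with the block (camera adjusted p = 0.142). The difference between genotypes cannot be told apart from a different cell composition of the pools.

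Several technical explanations for the many genes higher in KO were tested. The other groupings of the 4 libraries gave 0 genes at an adjusted p under 0.05 (200 and 34 genes at an unadjusted p under 0.05, against 3813), so that 1 of the 3 splits gave as many as the genotype split, a share that 4 libraries cannot bring under 0.05. The genotype split and the split of WT 1 and KO 2 against WT 2 and KO 1 both part the same-numbered libraries, and the third split follows the replicate number. Thinning all libraries to the same size moved the share of higher genes by 0.94 percentage points. The 10 most abundant genes took 2.46 percentage points more of the counts in WT on average, with WT replicate 1 alone apart. After the correction for gene length and GC content, 1879 genes were higher in KO, but 884 in place of 96 were lower, and the share of higher genes fell from 92.8% to 68.0%. Of the settings without this correction that also called more genes, library size only (94.4%) and the upper quartile (93.2%) raised the share. It fell with the replicate block (72.4%), no filter (75.8%), an unadjusted p under 0.05 (64.6%) and an adjusted p under 0.1 (83.7%). It also fell with DESeq2 (82.0%, and 81.1% with shrunken fold changes), with DESeq2's size factors (90.9%) and without mitochondrial and rRNA-like genes (91.5%). Whether the fall comes from gene length or GC content is thus not decided. Genes of dissociation stress did not differ as a set (camera adjusted p = 0.881), but this test averages over opposite changes. Of its 11 genes, *Hspa1a* (3.31) and *Hspa1b* (3.56) were higher and *Fos* (-0.68) and *Fosb* (-1.10) lower on the log2 scale at an edgeR adjusted p under 0.05, so that stress is not excluded. These genes were singled out after their values were seen. For a different share of male and female embryos, the smallest adjusted p among *Xist* and 4 Y-linked genes was 0.0811, for *Xist*. Its log2 fold change was -1.12, and it passed the threshold in 5 of 12 alternative fits (adjusted p from 4.18e-10 to 0.249). The Y-linked genes were higher by 0.235 to 0.37 on the log2 scale, and each passed in 2 of the 12 fits. A different share thus remains open. Such a share alone would move no other gene further than *Xist* or the Y-linked genes. The median log2 fold change of the 1233 genes higher in KO was 2.36. For the increases at or above this median, the values argue against a different share as their source.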

How the results depend on the processing

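The number of genes changed in KO, 1329, was 2363 without a filter on low counts, 883 with at least 10 counts in every library, 2244 with the replicate block, 2763 with the correction for gene length and GC content, 3673 with both, 740 at an adjusted p under 0.01 and 3813 at an unadjusted p under 0.05. The genes higher in KO (1233) were 1879 with the correction, 2195 with the correction and the block, 724 at an adjusted p under 0.01 and 2464 at an unadjusted p under 0.05. The genes lower in KO (96) were 253 with DESeq2, 264 with DESeq2 and shrunken fold changes, 573 without a filter, 52 with at least 10 counts, 619 with the block, 884 with the correction, 1478 with both, 318 at an adjusted p under 0.1, 16 under 0.01, 1349 at an unadjusted p under 0.05 and 36 with an absolute log2 fold change of at least 1. Of the 1329 genes, 1324 were also called with the block, 1327 with the correction and 1179 with DESeq2. With at least 10 counts in every library, where 14294 genes were tested, 835 of the 1329 were called. In the fits without a filter and with the block and the correction together, the spread of single genes did not enter the p-values, so that their counts may be liberal. The simulated counts did not settle this. There, 10.3% of the calls without a filter were false, against 9.4% with the main test. With the block and the correction together 15.4% were false, as with the block alone. The cause of the changes in these counts was not tested.

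The share of changed genes that were higher (92.8%) was 82.0% with DESeq2, 81.1% with shrunken fold changes, 90.9% with DESeq2's size factors, 94.4% with library size only, 75.8% without a filter, 94.1% with at least 10 counts, 72.4% with the block, 68.0% with the correction, 59.8% with both, 83.7% at an adjusted p under 0.1, 97.8% under 0.01, 64.6% at an unadjusted p under 0.05 and 96.8% with an absolute log2 fold change of at least 1. It stayed above 50% in each.

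Of the 19 genes marked as changed in Figure 3(h), 15 passed. The count was 14 with limma-voom, 13 with at least 10 counts in every library, where *Zbtb7b* and *Lif* were not tested, 11 at an adjusted p under 0.01 and 12 with an absolute log2 fold change of at least 1. It was 18 with DESeq2 with and without shrunken fold changes, 17 at an adjusted p under 0.1, 16 without mitochondrial and rRNA-like genes, and 19 without a filter, with the block, with the correction, with both and at an unadjusted p under 0.05. It was 15 with the other normalizations.

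The count of *Hdac1* to *Hdac11* genes lower in KO was 0, against 1 at an unadjusted p under 0.05. It was 1 with DESeq2 with and without shrunken fold changes, without a filter, with the block, with the correction, with both, and at an adjusted p under 0.1. This gene was *Hdac2*, whose log2 fold change (-0.52) then was -0.54 with DESeq2, -0.52 with shrunken fold changes, -0.52 without a filter, -0.52 with the block, and -0.41 with the correction without and with the block (-0.41). The fall of *Dnmt1* (-0.56) passed the threshold with DESeq2 (-0.58, and -0.56 shrunken), limma-voom (-0.56), DESeq2's size factors (-0.57), no filter (-0.56), the block (-0.56), the correction (-0.66), both (-0.67) and without mitochondrial and rRNA-like genes (-0.55). The cause was not tested.

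Across the 4 fits that each left out a library, without a test, the log2 fold change ranged from -1.808 to -0.028 for *Lhx1*, from -0.67 to -0.45 for *Dnmt1*, from 1.07 to 1.59 for *Hdac8*, from 2.84 to 3.14 for *Arid5a* and from -0.49 to 0.20 for *Hat1*. *Hdac4* (1.15 to 1.26), *Jade2* (2.96 to 3.65) and *Hdac2* (-0.61 to -0.43) moved within their replicate spread. *Lhx1* had between 5 and 27 counts per library, so that the depth does not settle its direction.

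Of the gene sets listed before the data were examined, the acetylation genes of Figure 3(h) no longer passed a camera adjusted p of 0.05 with library size only (median log2 fold change 0.745) and with the replicate block (0.639). The imprinted genes no longer passed with at least 10 counts (-0.163), library size only (-0.083) and the replicate block (-0.198). The erythroid markers, which were lower in KO, came to pass with library size only (-1.4) and the upper quartile (-1.44), with 5 of 7 genes tested. The choroid plexus markers, listed afterwards, no longer passed with at least 10 counts (-0.472), where *Ttr* and *Aqp1* were not tested and 2 genes were left. The cause of the changes in the other 3 sets was not tested.

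Values near 0 changed sign with the scaling. *Hmx3* was 0.077 with library size only, 0.012 with the upper quartile and 0.009 with at least 10 counts. Under the same settings *Hdac10* was 0.075, 0.01 and 0.008, and *Hdac11* 0.087, 0.024 and 0.022. The median of the *Hdac* family was 0.075, 0.01 and 0.008, and that of the histone acetyltransferases 0.078, 0.011 and 0.007. *Hdac5* was -0.16 with the correction and -0.16 with the correction and the block, and the median of the proliferation genes was 0.069 with library size only. None of these passed a threshold. Among the other named genes, 39 comparisons came to pass the threshold, 5 no longer passed it and 32 fold changes from fits without a test moved by more than the replicate spread. *Lhx1*, *Zbtb7b*, *Rps29* and *Lif* have no value with at least 10 counts in every library, *Rps29* has none without mitochondrial and rRNA-like genes, and the lower bound of *Lif* was tried with library size only. Shrunken fold changes and the removal of mitochondrial and rRNA-like genes were chosen after the values were seen.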

Differences from the paper's values

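The values of Figure 3(h) were read by matching its colours to its colour scale. The paper's log2 fold change in Figure 3(h) was about 1.3 for *Vegfa* against 1.87 here, about 1.0 for *Srebf1* against 1.58, about 0.9 for *Hdac4* against 1.20, about 1.3 for *Lrrk2* against 2.16, about 0.8 for *Per1* against 1.20, about 1.3 for *Zbtb7b* against 2.92, about 0.8 for *Per2* against 1.20, about 0.8 for *Bcl6* against 1.27 and about 0.8 for *Hdac8* against 1.302. It was about 1.9 for *Arid5a* against 2.98, about 1.7 for *Jade2* against 3.29 and about -0.55 for *Isl1* against -0.88. None of the alternatives set before the data were examined that gave a value closed the gap for these genes, and *Zbtb7b* has no value with at least 10 counts in every library. For *Lif* it was about 1.0 against a lower bound of 3.27, for which only the scaling by library size was tried as an alternative.

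The paper's value in Figure 3(h) was about -0.4 for *Smarcad1* against -0.64, about -0.3 for *Hdac2* against -0.52, about 0.4 for *Sirt7* against 0.63, about 0.5 for *Arrb1* against 0.64, about -0.5 for *Eid1* against -0.79 and about -0.5 for *Bmi1* against -0.82. The value came within the standard error with the correction for gene length and GC content, with and without the replicate block, for *Smarcad1*, *Hdac2*, *Sirt7*, *Arrb1* and *Bmi1*. Library size only did so for *Smarcad1*, *Hdac2*, *Eid1* and *Bmi1*, DESeq2 and its size factors for *Arrb1*, limma-voom for *Bmi1*, and the upper quartile and at least 10 counts for *Eid1*. Leaving out WT replicate 1 did so for all 6 of these genes, leaving out KO replicate 2 for *Hdac2*, *Arrb1*, *Eid1* and *Bmi1*, and summed replicates for *Eid1* and *Bmi1*. DESeq2 with shrunken fold changes, chosen after the values were seen, did so for *Arrb1*, *Eid1* and *Bmi1*. The other alternatives left the gap open. A slight shift can be enough, as *Arrb1* differed at 0.638 in the main fit and no longer at 0.629 with DESeq2's size factors. In the main fit, all 20 genes of Figure 3(h) had a larger change here than in the figure. Coming within the standard error therefore does not show the source of the gap.

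For *Lhx1*, the paper's expression in KO relative to WT was about 16 in Figure 1(b), whose axis is labelled RNE, against 0.457 in these libraries. None of the alternatives that gave a value closed the gap, and *Lhx1* has no value with at least 10 counts in every library.

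Figure 3(h) marks *Smarcad1*, *Hdac2*, *Eid1* and *Bmi1* as changed, whereas their edgeR adjusted p-values were 0.0592, 0.0707, 0.117 and 0.112. All 4 genes passed 0.05 with DESeq2, without a filter on low counts, with the replicate block, with the correction for gene length and GC content and with both, and also with shrunken fold changes, which were chosen after the values were seen. *Smarcad1* passed as well with DESeq2's size factors and, also chosen afterwards, without mitochondrial and rRNA-like genes. The paper names *Hdac2* as the histone deacetylase gene that was lower in KO, and here 0 of *Hdac1* to *Hdac11* were lower at an edgeR adjusted p under 0.05 and 1 at an unadjusted p under 0.05. *Sirt1*, also a deacetylase gene, had a log2 fold change of -0.67 (edgeR adjusted p = 0.121) and passed 0.05 without a filter, with the replicate block, with the correction for gene length and GC content and with both.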

Other observations

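The tests on *Lhx1*, *Hdac2* and *Dnmt1* below were chosen only after the results were seen, while the germline genes were listed before.

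*Lhx1*, on chromosome 11 of GRCm38 from 84518284 to 84525535, had 27 and 10 counts in WT and 5 and 12 counts in KO. Its log2 fold change was -1.13 (standard error 0.76, edgeR adjusted p = 0.422, and -0.99 and 0.49 with the replicate block), a difference within the spread between replicates. A rise as large as that in Figure 1(b) would give a mean of 303 counts in a KO library from the WT level of these libraries, more than any of the 4 libraries had, so that a lack of reads does not account for its absence here. No biological explanation was tested.

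*Hdac2* and *Dnmt1* were lower in KO by amounts that a smaller share of neuronal RNA in the KO libraries could give, as 7 of 15 genes carried by neurons in general fell at least as far as *Hdac2* and 6 of them at least as far as *Dnmt1*. The range of these 15 genes held 51.7% of all tested genes, so that the comparison does not decide between a smaller share of neuronal RNA and a change within neurons.

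Of 20 germline genes that depend on DNA methylation for their silencing, 2 passed the expression filter, and 13 had at most 3 counts in both KO libraries. The set did not differ (camera adjusted p = 0.588, and 0.557 with the replicate block), and with 2 genes tested the loss of repressive DNA methylation could not be judged from it.

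Among genes with an adjusted p under 0.05 and at least 10 counts in every library, the largest decreases in KO were in *Tbx3* (log2 fold change -2.74, edgeR adjusted p = 0.00199), *Fezf1* (-2.25, 0.00369), *Sim1* (-2.14, 0.0204), *Nup62cl* (-2.09, 0.0287) and *Ccne2* (-1.68, 0.0223), with both KO libraries below both WT libraries in each. Excitatory neuron markers were lower as a set (median log2 fold change -0.68, camera adjusted p = 0.0046, and 0.00282 with the replicate block) and radial glia and progenitor markers higher (0.56, 0.0046, and 0.00282 with the replicate block). Of the 8 radial glia and progenitor markers, 2 passed an edgeR adjusted p of 0.05, *Slc1a3* (log2 fold change 2.96), which is also an astrocyte gene, and *Hes1* (1.55). With the replicate block 4 of them passed, and with library size only or the upper quartile 3 did. The set was not tested without *Slc1a3*. These genes were singled out after their values were seen. Over all tested genes, the genotypes did not overlap in 53.4%, where chance gives 33.3%.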
